A study of Nematostella vectensis with 84 samples.

How the data were processed

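The samples were cells of adult starlet sea anemones, Nematostella vectensis, that carried a photoconvertible reporter, KikGR, under the control of 1 of 3 drivers named Elav, FoxL2 and SoxC. KikGR is a fluorescent protein that is made green and turns red for good when it is illuminated. Green protein found after illumination was therefore made afterwards only if the conversion was complete, which was not examined here. Per the labels, the samples were taken 2, 4 or 7 days after photoconversion. Per the labels' protocols, adults were amputated below the pharynx and dissociated, and single cells of the body wall with mesenteries were sorted by fluorescence into plates for MARS-seq, a plate-based single-cell RNA sequencing method, with 2 libraries made from each plate. In the deposited well lists a library holds either odd or even wells only. Some dissociations were treated with 1% DMSO per the labels and others have no treatment stated. The latter are called untreated here.

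The deposited cell table holds 1 line per cell with the cell's library, sorting gate, cluster, broad cluster and reporter colour class. All of these are categories set by the authors, and the table holds no molecule counts. The column names of the file headers speak of a Seurat clustering of all KikGR cells. The aligner, the cell filters, the clustering settings, doublet removal and the rule that set the colour classes green, orange and red are not stated in the labels or file headers. The deposited well lists give, for 4 demultiplexing pools, the barcode of each well and whether a cell was sorted into it. The gene annotation is NCBI Annotation Release 101 of the assembly jaNemVect1.1 per the file headers, with 92 ERCC spike-in sequences and the KikGR sequence added. Cell types were taken from the authors' annotation and none were assigned anew.

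Each library was assigned to its driver, day, treatment and dissociation by its label. The driver, day, dissociation and medium in the cell table differed from the labels in 0 of 12352 cells. The dissociation was the replicate, because cells and libraries of 1 dissociation are parts of 1 sample. The share of cells in each of the 13 broad clusters was computed per dissociation in percent. Depth per cell could not be compared, since molecule counts were not used here, so the comparison of UMIs per cell and the alternative that drops the cells with the fewest UMIs were not run. Precision was set by the number of cells, 245 to 995 per dissociation. For the share of a single dissociation the 95% Wilson interval was used, and for a count of 0 the limit of 3 counts of the total. Both cover counting error only.

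Between drivers, the driver labels were permuted over dissociations (100000 resamples, between-driver sum of squares), followed by two-sided exact permutation tests of each pair of drivers. For day, the labels were permuted within drivers and the statistic was the common slope (100000 resamples, two-sided), and single drivers were tested with exact permutation tests. For DMSO, labels were permuted exactly within each driver and day that held both kinds. Differences of slopes were tested by permuting residuals between drivers within days. P-values were adjusted by the Benjamini-Hochberg method over the clusters of a comparison, over 39 values for the pairs of drivers, and over the 3 drivers for the green share, with a threshold of 0.05. The smallest p the random permutations can give is 1e-05. The green share by cluster used clusters with at least 5 coloured cells in a dissociation.

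Clusters named in the text follow a rule set before the data were examined: in each comparison the 6 with the largest difference or slope among those past the threshold, or the 3 with the smallest p where fewer than 3 passed. Clusters named outside that rule were chosen after their values were seen. Alternatives set beforehand were the logit of the share with 0.5 cells added, equal weight per plate, the 45 finer clusters, only dissociations with at least 100 cells, leaving out the largest cluster, permuting within day or pool, DMSO dissociations alone, day 7 against day 2, strata of driver alone and leaving out each dissociation in turn. Alternatives chosen after seeing the data were the KikGR+ gate alone, with or without a restriction to DMSO dissociations, untreated dissociations alone, strata of driver and DMSO, and leaving out Gastrodermis.

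The tests were tested on simulated data with the real cell numbers and mean shares, in 100 simulated sets per comparison and a shift of 1.5 on the logit scale in 3 of 13 clusters. The simulated spread was only that left within driver, day and DMSO. The tests of drivers and day also face differences between DMSO and untreated dissociations, so their recovery on the real data may be lower. The changed clusters were recovered at 92% for drivers, 94.3% for day and 75.7% for DMSO. With no change, 0.0769%, 0.462% and 0% of clusters were called. Shares sum to the whole, so a large change moves the other shares too: of the clusters given no shift of their own, 54.4% were called for drivers, 30.5% for day and 27.8% for DMSO.

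Within the KikGR+ gate, 28 pairs of dissociations of the same driver and day were compared by a chi-square test of their cluster counts. Of these, 1 pair had a p of 0.05 or more (FoxL2 day 4 dissociations 12 and 13, p = 0.0863). Its cells came from different wells and plates, so both were kept as replicates. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.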

Results

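The data comprised 12352 cells from 84 libraries on 44 plates, made from 27 dissociations of adult body wall with mesenteries. The Elav reporter line gave 8 dissociations with 2764 cells, the FoxL2 line 10 with 6137 cells, and the SoxC line 9 with 3451 cells. Days 2, 4 and 7 after photoconversion were represented by 3, 2 and 3 dissociations in Elav, 4, 4 and 2 in FoxL2, and 1, 3 and 5 in SoxC. A dissociation held 245 to 995 cells with a median of 363, and a library held 102 to 178 with a median of 150. The reporter sequence added to the gene annotation spans positions 1 to 981 of a contig of its own and is annotated once on each strand. The positions of the 3 driver genes were not used here, because the files do not pair the driver names with gene identifiers.

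The dissociations differed in 2 further ways. DMSO was stated for 18 dissociations, comprising 4 of 8 in Elav, 5 of 10 in FoxL2 and all 9 in SoxC. The other 9 were untreated, and the wells of these 9, and of no DMSO dissociation, were listed in 1 of the 4 demultiplexing pools, so DMSO and pool cannot be told apart. All Elav and SoxC cells were sorted from a gate named KikGR+, whereas FoxL2 cells came from that gate (2912 cells, 8 dissociations), an epithelial-depleted gate (2568 cells, 5 dissociations) and a gate named new (657 cells, 2 dissociations).

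The well lists covered 76 of the 84 libraries. Of 14328 wells with a sorted cell, 11187 (78.1%) were in the authors' cell table. Of 152 control wells without a cell, 0 were in it, which by counting alone allows a share of up to 1.97%. The authors' cell filters are not stated and may have left out control wells by design, so this gives no rate of false cells. The share of wells kept was 77.6% ± 7.01 (SD, n = 8) in Elav, 79.3% ± 5.81 (SD, n = 10) in FoxL2 and 76.2% ± 6.39 (SD, n = 9) in SoxC. None of the 3 pairs of drivers differed beyond the spread between dissociations (two-sided exact permutation tests, smallest p = 0.279, adjusted p = 0.662). Within DMSO dissociations alone SoxC had the highest mean, with an Elav minus SoxC difference of -2.57 points and a FoxL2 minus SoxC difference of -1.25 (exact permutation, adjusted p = 0.762 for both). Between DMSO and untreated dissociations of the same driver and day the difference was -10.3 percentage points (two-sided exact permutation test, p = 0.00926, 216 arrangements), a comparison added after the data were seen. The pool of the untreated dissociations kept 82.8% ± 4.33 (SD, n = 9), and the other 3 pools averaged 71.0%, 75.0% and 78.0%.

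The first comparison asked which cell types each driver labelled. The share of cells differed between the 3 drivers in 10 of 13 broad clusters after Benjamini-Hochberg adjustment, and in the same number at an unadjusted p under 0.05. Gastrodermis (adjusted p = 0.280), Muscle (0.697) and Undetermined (0.0725) did not pass. Over the same 13 clusters the alternative that moved this count most was untreated dissociations alone, with 5, which compares Elav and FoxL2 only. With the finer annotation 31 of 45 clusters passed. When the test was restricted to the KikGR+ gate, 10 clusters passed.

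Neural 1 made up 44.0% ± 12.2 (SD, n = 8) of Elav cells, 30.9% ± 13.7 (SD, n = 10) of FoxL2 cells and 11.3% ± 3.07 (SD, n = 9) of SoxC cells. Elav exceeded SoxC by 32.7 percentage points (two-sided exact permutation test, p = 4.11e-05, adjusted p = 0.000602) and FoxL2 exceeded SoxC by 19.6 (p = 0.000465, adjusted p = 0.00130, exact permutation). All SoxC dissociations had DMSO, and within DMSO dissociations alone these differences were 22.2 (exact permutation, adjusted p = 0.0109) and 7.59 (adjusted p = 0.0260). The 13.1 points between Elav and FoxL2 did not pass (exact permutation p = 0.0519, adjusted p = 0.0844). That difference passed within DMSO dissociations alone at 14.6 points (adjusted p = 0.0273), within untreated ones alone at 11.6 (adjusted p = 0.0344), within DMSO dissociations of the KikGR+ gate at 13.3 (adjusted p = 0.0387), and without FoxL2 day 4 dissociation 13 at 15.0 (adjusted p = 0.0495). The untreated FoxL2 cells included the 2568 of the epithelial-depleted gate, which held no Elav cells. The same difference did not pass in the KikGR+ gate alone at 14.5 points (exact permutation, adjusted p = 0.0763). Nor did it pass with each plate weighted equally at 12.0 (adjusted p = 0.121) or on the logit scale (adjusted p = 0.0748).

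Secretory cells were 28.9% ± 9.23 (SD, n = 9) of SoxC cells against 13.1% ± 3.82 (SD, n = 8) in Elav and 15.3% ± 4.76 (SD, n = 10) in FoxL2. SoxC differed from both (exact permutation tests, adjusted p = 0.00120 and 0.00130), and Elav and FoxL2 did not differ (adjusted p = 0.352). Once Neural 1 was left out of the total, the Elav minus SoxC difference was -8.80 points and no longer passed (adjusted p = 0.0919). Within DMSO dissociations of the KikGR+ gate the FoxL2 minus SoxC difference was -10.8 points and did not pass (adjusted p = 0.0633). The separate cluster of secretory mucous cells held 8.03% ± 3.37 (SD, n = 9) of SoxC cells, 2.25% ± 0.866 (SD, n = 10) of FoxL2 cells and 0.974% ± 0.708 (SD, n = 8) of Elav cells. All 3 pairs passed in exact permutation tests (largest adjusted p = 0.0104), although Elav and FoxL2 did not differ within DMSO dissociations (adjusted p = 0.671), nor within those of the KikGR+ gate (adjusted p = 0.310).

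Epidermis was 12.1% ± 9.42 (SD, n = 10) of FoxL2 cells, 1.74% ± 2.38 (SD, n = 8) of Elav cells and 2.94% ± 3.10 (SD, n = 9) of SoxC cells, and FoxL2 differed from both (exact permutation, adjusted p = 0.0114 and 0.0176). With each plate weighted equally neither difference passed (adjusted p = 0.0614 for both). In the KikGR+ gate FoxL2 had 15.8% ± 11.1 (SD, n = 8) Epidermis cells. There the Elav minus FoxL2 difference was -14.1 points and FoxL2 minus SoxC 12.9 (exact permutation, adjusted p = 0.00390 and 0.00460). Within DMSO dissociations of the KikGR+ gate the Elav minus FoxL2 difference was -18.9 points and did not pass (adjusted p = 0.0516). FoxL2 minus SoxC was 19.1 there and passed (adjusted p = 0.0109). Progenitor cells were 2.44% ± 1.62 (SD, n = 9) in SoxC against 8.41% ± 4.54 (SD, n = 8) in Elav and 9.20% ± 3.92 (SD, n = 10) in FoxL2 (exact permutation, adjusted p = 0.00171 and 0.00120). In the KikGR+ gate FoxL2 had 7.23% ± 3.23 (SD, n = 8) Progenitor cells, 4.78 points above SoxC (exact permutation, adjusted p = 0.00321). Within DMSO dissociations of that gate FoxL2 exceeded SoxC by 3.53 points (adjusted p = 0.0308) and Elav exceeded SoxC by 5.99 (adjusted p = 0.0298). Neural 4 was 0.356% ± 0.314 (SD, n = 8) in Elav, 3.66% ± 2.01 (SD, n = 10) in FoxL2 and 6.96% ± 2.75 (SD, n = 9) in SoxC, and all 3 pairs passed in exact permutation tests (largest adjusted p = 0.0172). The difference between FoxL2 and SoxC in Neural 4 did not pass within DMSO dissociations (adjusted p = 0.0787) or without Neural 1 in the total (adjusted p = 0.122). It passed within the KikGR+ gate at -4.01 points (exact permutation, adjusted p = 0.00734). Within DMSO dissociations of that gate it passed at -3.93 (adjusted p = 0.0390).

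**Figure D1:**
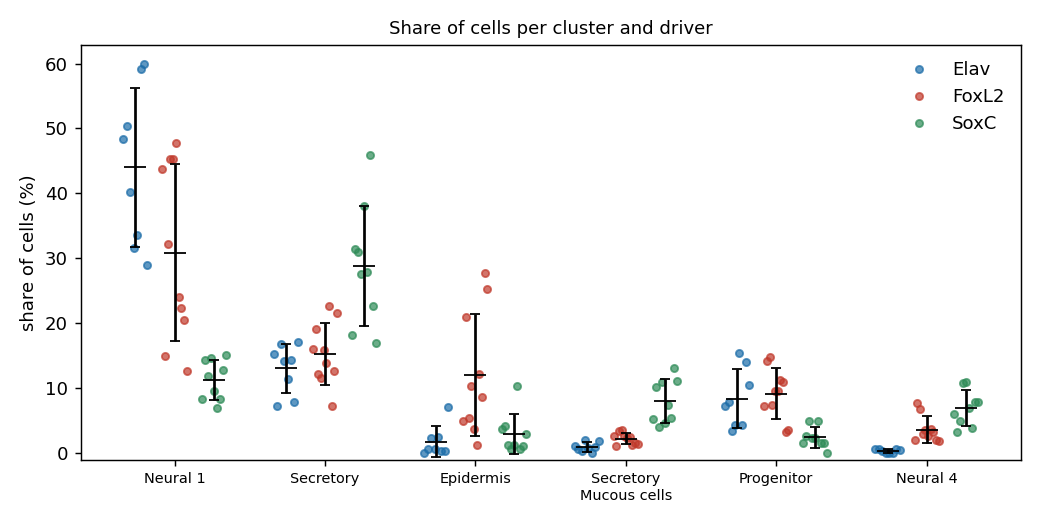
Share of cells in percent (y axis) in the 6 named clusters (x axis) for each driver; each point is a dissociation, and the bars are the mean and SD. Neural 1 averaged 44.0% in Elav and 11.3% in SoxC, and Secretory averaged 28.9% in SoxC.

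The second comparison asked whether composition changed between days 2 and 7. In a permutation test of the common slope within drivers, 0 of 13 clusters passed after adjustment and 1 had an unadjusted p under 0.05. The 3 smallest p-values belonged to Epidermis at 1.14 percentage points per day (p = 0.0450, adjusted p = 0.585), Neural 3 at 0.303 (p = 0.106, adjusted p = 0.691) and developing cnidocytes at 0.192 (p = 0.285, adjusted p = 0.776). In FoxL2 the Epidermis share was 10.4% ± 7.45 (SD, n = 4) on day 2, 6.42% ± 4.91 (SD, n = 4) on day 4 and 26.5% ± 1.68 (SD, n = 2) on day 7, where both dissociations had DMSO and came from the KikGR+ gate alone. Days 2 and 4 also held cells of the epithelial-depleted and new gates, and in the KikGR+ gate of FoxL2 day 2 dissociation 11 the Epidermis share was 31.9% (Wilson interval 27.1% to 37.1%). The common Epidermis slope was 0.708 in the KikGR+ gate (adjusted p = 0.921) and 0.396 in DMSO dissociations of that gate (adjusted p = 0.873). Within strata of driver and DMSO the Epidermis slope was 0.522 (adjusted p = 0.623). Among untreated dissociations alone the slopes of all 3 clusters were below 0, at -0.365 in Epidermis (adjusted p = 0.393), -0.0568 in Neural 3 and -0.119 in developing cnidocytes (adjusted p = 0.863 for both). Of 39 differences of slopes between drivers, 0 passed after adjustment in exact permutation tests, where the smallest adjusted p was 0.181, and 3 had an unadjusted p under 0.05.

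The third comparison set dissociations with DMSO against untreated ones of the same driver and day, in Elav and FoxL2. The design allows 216 arrangements, so the smallest p it can give is 0.00463. After adjustment 4 of 13 clusters passed, and 5 had an unadjusted p under 0.05. Those 4 all reached the smallest p (two-sided exact permutation test, adjusted p = 0.0150). The DMSO minus untreated difference was -22.1 percentage points for Neural 1, 11.6 for Gastrodermis, 7.73 for Epidermis and 0.866 for Muscle. The days that held both kinds were 2 and 7 in Elav and 2 and 4 in FoxL2, and the means that follow are over those days. In Elav, Neural 1 averaged 34.6% ± 7.97 (SD, n = 2) with DMSO and 54.5% ± 5.92 (SD, n = 4) without, with no overlap between the ranges of 28.9% to 40.2% and 48.4% to 59.9%. In FoxL2 it averaged 20.5% ± 4.80 (SD, n = 3) with DMSO and 42.9% ± 6.12 (SD, n = 5) without, in ranges of 15.0% to 24.1% and 32.2% to 47.7%. Gastrodermis averaged 19.7% ± 7.55 (SD, n = 2) against 9.85% ± 4.75 (SD, n = 4) in Elav and 18.5% ± 14.0 (SD, n = 3) against 3.93% ± 1.69 (SD, n = 5) in FoxL2. Epidermis averaged 4.76% ± 3.39 (SD, n = 2) against 0.318% ± 0.269 (SD, n = 4) in Elav and 13.9% ± 6.36 (SD, n = 3) against 5.13% ± 3.35 (SD, n = 5) in FoxL2. Muscle averaged 1.03% ± 0.496 (SD, n = 2) against 0.481% ± 0.177 (SD, n = 4) in Elav and 1.87% ± 1.04 (SD, n = 3) against 0.507% ± 0.321 (SD, n = 5) in FoxL2. The Muscle difference did not pass once Neural 1 was left out of the total (0.841 points, adjusted p = 0.0889).

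The number of clusters that passed depended on single dissociations. It was 0 without FoxL2 day 4 dissociation 12, 0 without FoxL2 day 4 dissociation 13, and 0 without Elav day 7 dissociation 27. The Neural 1 difference was -22.4, -21.8 and -19.3 points in these fits, with an adjusted p of 0.0602 in each. Leaving out 1 of these also lowers the number of arrangements, to 108 without dissociation 12 or 13 and to 72 without 27, where the smallest exact p is 0.00926 and 0.0139. Neural 1 had the smallest p in all 3 fits, together with 1, 1 and 2 other clusters. Without FoxL2 day 4 dissociations 14 or 15, also with 108 arrangements, and without Elav day 2 dissociation 22, with 72, 4 clusters had the smallest p and all 4 passed (exact permutation, adjusted p = 0.0301, 0.0301 and 0.0451). All 2568 cells of the epithelial-depleted gate were from untreated dissociations, and all 657 cells of the gate named new from DMSO dissociations. Within the KikGR+ gate the difference was -21.5 points for Neural 1, 8.56 for Gastrodermis and 10.5 for Epidermis (exact permutation, adjusted p = 0.0401 for each, 108 arrangements), and 0.425 for Muscle, which did not pass (adjusted p = 0.206). No value within a pool can be given, since each pool held dissociations of 1 kind.

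**Figure D2:**
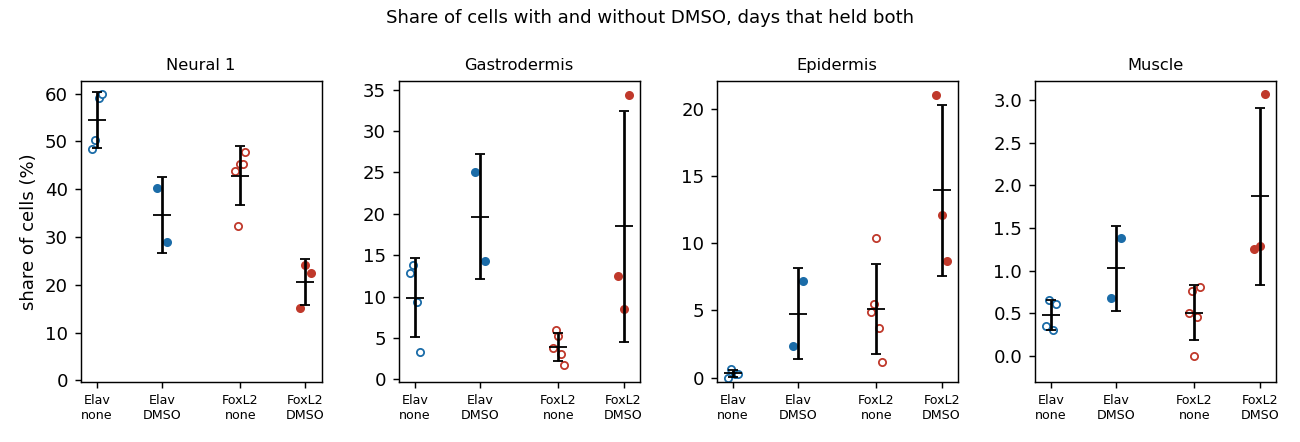
Share of cells in percent (y axes) in the 4 clusters that differed, for Elav (days 2 and 7) and FoxL2 (days 2 and 4) dissociations without DMSO (open points) and with DMSO (filled points); bars are the mean and SD. Neural 1 was lower and Gastrodermis and Epidermis higher on average with DMSO in both drivers.

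The fourth comparison followed reporter colour over time. A colour class was given for 8810 cells, all from the KikGR+ gate and from 25 dissociations: 2480 green, 3974 orange and 2356 red. In that gate 317 cells had no class, of which 166 came from 1 library. Within drivers the green share rose by 3.41 percentage points per day (two-sided permutation test, p = 0.0314) and the slope of the red share was -3.61 (p = 0.0251), while orange had a slope of 0.196 (p = 0.876). The alternative that moved the green slope most, other than contrasting day 7 with day 2, was untreated dissociations alone, at 5.53 (p = 0.221); among DMSO dissociations alone it was 2.50 (p = 0.180), so neither batch passed by itself, and within strata of driver and DMSO it was 3.44 (p = 0.0310). Without the largest cluster it was 3.60 (p = 0.0574), and the day 7 minus day 2 difference was 11.9 points (p = 0.135). It also no longer passed when 1 of 5 dissociations was left out: 3.23 without FoxL2 day 7 dissociation 17 (p = 0.0641), 3.01, 2.84 and 3.25 without Elav day 2 dissociations 20, 21 and 22 (p = 0.0617, 0.0679 and 0.0507), and 2.47 without Elav day 7 dissociation 27 (p = 0.0791). The red slope did not pass without FoxL2 day 2 dissociation 10 (-3.16), FoxL2 day 7 dissociations 16 (-3.14) or 17 (-3.15), or Elav day 2 dissociation 21 (-2.98), nor among DMSO (-1.96) or untreated (-4.63) dissociations alone.

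In Elav the green share was 13.8% ± 6.67 (SD, n = 3) on day 2, 39.4% ± 23.1 (SD, n = 2) on day 4 and 50.5% ± 17.2 (SD, n = 3) on day 7. Its slope of 7.13 points per day had an exact permutation p of 0.0411 and an adjusted p of 0.121 over the 3 drivers; without Elav day 4 dissociation 23 it was 7.41 (adjusted p = 0.0214), and without Gastrodermis 7.72 (adjusted p = 0.0107). In FoxL2 it was 4.88% ± 2.15 (SD, n = 2), 5.55% ± 4.61 (SD, n = 4) and 15.5% ± 9.40 (SD, n = 2), with a slope of 2.27 (exact permutation p = 0.0810, adjusted p = 0.121), and -0.0681 among untreated dissociations alone. In SoxC it was 53.0% in the only day 2 dissociation (Wilson interval 49.1% to 56.9%), 34.0% ± 15.5 (SD, n = 3) on day 4 and 41.3% ± 9.28 (SD, n = 5) on day 7, with a slope of -0.282 (exact permutation p = 0.901). The SoxC slope changed direction, without passing, when Gastrodermis was left out (2.87) and without SoxC dissociations 1 (2.44), 3 (0.234), 5 (0.0421) or 8 (0.110). The slopes of Elav and SoxC differed by 7.41, with an exact permutation p of 0.0545 and an adjusted p of 0.241, so no difference between drivers was shown. Over all days, green cells were 7.88% ± 6.69 (SD, n = 8) in FoxL2, below 34.0% ± 21.8 (SD, n = 8) in Elav and 40.2% ± 11.8 (SD, n = 9) in SoxC (exact permutation tests added after the data were seen, adjusted p = 0.00734 and 0.00111). These tests took no account of day or DMSO, which were spread unevenly over the drivers, so the differences mix driver with both. Among DMSO dissociations FoxL2 had the lowest mean on each day. On day 4 it was 7.89% (n = 2) against 39.4% (n = 2) in Elav and 34.0% (n = 3) in SoxC. How the colour classes were set is not stated, and a boundary that varied between sorts would move these shares.

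**Figure D3:**
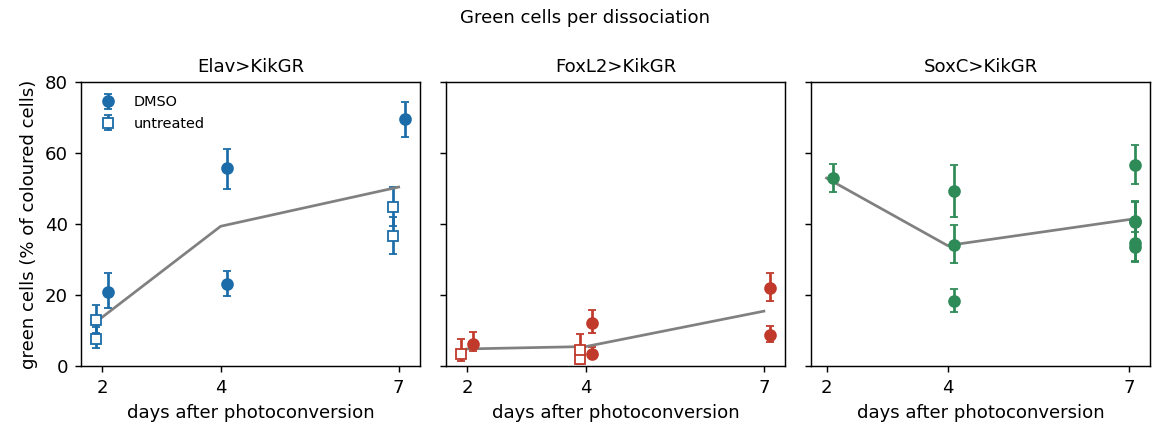
Green cells as a percentage of cells with a colour class (y axis) against days after photoconversion (x axis), by driver; filled circles had DMSO, open squares were untreated, bars are 95% Wilson intervals and the grey line joins the day means. Elav rose from a mean of 13.8% to 50.5%, and the only SoxC dissociation of day 2 stood at 53.0%.

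By cluster, the green share rose with day in 6 of 13 clusters after adjustment (permutation test of the common slope), and in the same number before it. The slope was 9.24 percentage points per day in Progenitor (adjusted p = 0.00292), 7.16 in Epidermis (adjusted p = 0.0443), 5.73 in Undetermined (adjusted p = 0.0423), 5.39 in Neural 4 (adjusted p = 0.0443), 4.36 in Neural 2 (adjusted p = 0.00292) and 3.77 in Neural 1 (adjusted p = 0.0280). Epidermis rested on 15 dissociations, with 1 of Elav on each day, and Neural 4 on 16, with none of Elav. Within strata of driver and DMSO 4 clusters passed, and Epidermis and Neural 4 did not (permutation test, adjusted p = 0.0623 for both). Among DMSO dissociations alone 2 passed, Neural 2 and Undetermined (adjusted p = 0.0149 for both). From day 2 to day 7 the mean green share of Neural 1 went from 10.2% to 41.1% in Elav and from 11.8% to 31.0% in SoxC. In FoxL2 it went from 7.07% to 5.05%. Elav Progenitor cells were 6.68% ± 3.85 (SD, n = 3) green on day 2 and 91.2% ± 7.65 (SD, n = 3) on day 7. In FoxL2 the values were 2.38% ± 3.37 (SD, n = 2) and 16.9% ± 16.5 (SD, n = 2). In SoxC 6 of 10 Progenitor cells of the only day 2 dissociation were green (60.0%, Wilson interval 31.3% to 83.2%), and the share was 58.0% ± 17.3 (SD, n = 3) on day 4 and 78.3% ± 14.9 (SD, n = 4) on day 7. Slopes of single clusters were not tested within single drivers.

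**Figure D4:**
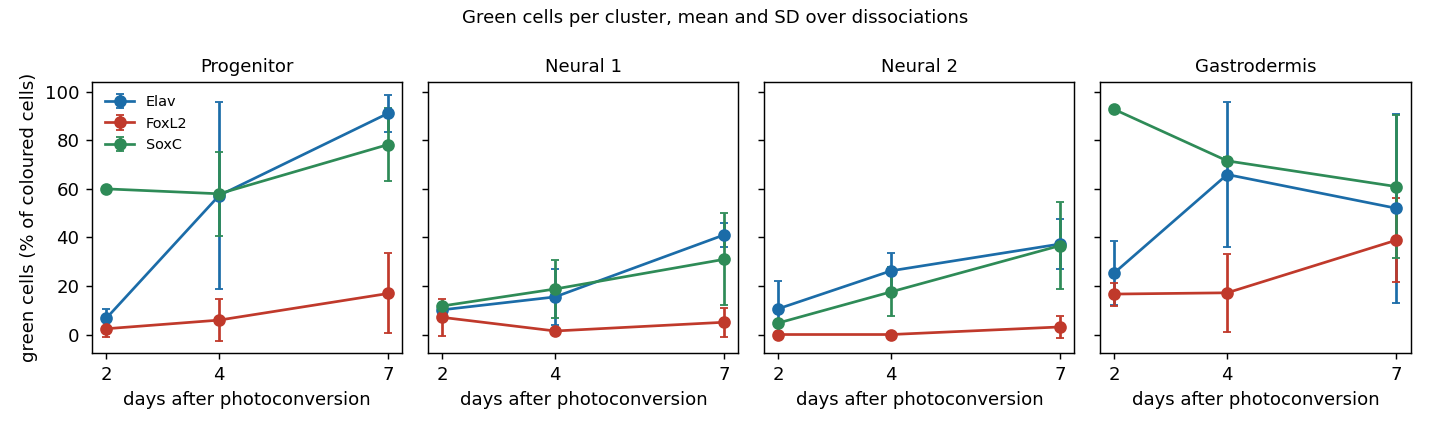
Green cells as a percentage of cells with a colour class (y axis) against days after photoconversion (x axis) in 4 clusters, by driver; points are means over dissociations and bars the SD, absent where 1 dissociation was sampled. Progenitor in Elav rose from 6.68% to 91.2%, while Gastrodermis, chosen for the plot after its values were seen, had no slope that passed.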

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

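All the tests of explanations in this part were chosen after the result was seen. In groups of 4 to 10 dissociations, 46 combinations of group and quantity were examined for a value far from the others, and 2 stood apart. Chance flags about 1 in 20, so 2 of 46 is no more than chance gives.

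Among the 5 SoxC day 7 dissociations, dissociation 6 had an Epidermis share of 10.4%, while the others lay between 0.647% and 2.95%. Counting error does not account for it, because the lower limit of its 95% Wilson interval was 7.43%, from 31 of 298 cells. A fault of 1 library does not account for it either: the lower of the shares in its libraries was 8.63%, with an interval from 5.01% to 14.5%. A difference between animals, dissociation or sort stays open, and no biological explanation was tested.

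In the same group, dissociation 8 kept 67.4% of its listed wells, against 78.4% to 81.3% in the others. The highest share among its 3 listed libraries was 75.8% with an interval up to 81.3%, so a shortfall in only some of the libraries cannot be told apart from one in all. In the pool that lists most of its wells it kept 67.9%, and 2 of 11 other dissociations in that pool lay below it, which leaves the pool open as a cause. No biological explanation was tested.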

How the results depend on the processing

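The KikGR+ gate alone, the same gate in DMSO dissociations, the untreated dissociations alone, strata of driver and DMSO, and leaving out Gastrodermis were alternatives chosen after seeing the data; the others were set before the data were examined. The restriction to at least 100 cells removed no dissociation and so tests nothing. Alternatives that need molecules per cell were not run. No paired analysis was possible because no dissociation number is shared between groups.

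The number of clusters that differed between drivers was 31 of 45 with the finer annotation, where more clusters were tested, and 5 in untreated dissociations alone, where SoxC has none. It ranged from 9 to 11 when single dissociations were left out. The number that changed with day was 0 under every alternative run. The number that differed with DMSO was 7 with strata of driver only, and ranged from 0 to 5 when single dissociations were left out. The counts of 0 came without FoxL2 day 4 dissociations 12 or 13 or Elav day 7 dissociation 27. The smallest exact p was then 0.00926, 0.00926 and 0.0139 against 0.00463 with all dissociations. Neural 1 still had the smallest p in each, and 2, 2 and 3 of 13 clusters reached it, too few to pass after adjustment.

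The rise of the green share did not pass among DMSO dissociations only (2.50 points per day, p = 0.180), among untreated ones only (5.53, p = 0.221), without the largest cluster (3.60, p = 0.0574), or as the day 7 minus day 2 difference (11.9 points, p = 0.135). Fewer dissociations enter each of these except the fit without the largest cluster, whose cause was not tested. Leaving out single dissociations gave slopes from 2.47 to 4.60. The slope no longer passed without FoxL2 day 7 dissociation 17 (3.23), Elav day 2 dissociations 20 (3.01), 21 (2.84) or 22 (3.25), or Elav day 7 dissociation 27 (2.47). In Elav alone the slope passed without Gastrodermis (7.72, adjusted p = 0.0107) and without Elav day 4 dissociation 23 (7.41, adjusted p = 0.0214), and ranged from 5.42 to 8.72 over single dissociations left out. The cause was not tested. The DMSO difference in the green share ranged from 6.10 to 14.7 points, and did not pass without Elav day 2 dissociation 22 (12.2) or Elav day 7 dissociation 27 (6.10), each with p = 0.0556.

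No value past its threshold changed direction, and the values that did were past it under neither setting. The Elav minus FoxL2 difference in Progenitor, -0.787 points, was 0.0896 with plates weighted equally, 1.90 without the largest cluster, 1.18 in the KikGR+ gate and 2.46 in that gate with DMSO only. For Secretory it went from -2.26 to 1.05 without the largest cluster. The Elav minus SoxC difference in Epidermis went from -1.19 to 0.230 with DMSO only, in all gates and in the KikGR+ gate. In untreated dissociations the slopes on day were -0.365 in Epidermis, -0.0568 in Neural 3, -0.119 in developing cnidocytes and -0.0681 in the FoxL2 green share. The SoxC green slope was 2.87 without Gastrodermis, and -1.58 to 2.44 with single dissociations left out. For wells kept, Elav minus SoxC was -2.57 with DMSO only and -3.88 within pools, and FoxL2 minus SoxC -1.25 and -1.53. With single dissociations left out, the Elav minus SoxC difference in wells kept ranged from -0.00548 to 3.45 and Elav minus FoxL2 from -2.95 to 0.316. The cause of these changes was not tested.

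Of the values for single clusters, pairs, the red share and wells kept, over the alternatives other than leaving out dissociations, 184 kept their direction and side of the threshold, 13 lost the call, 3 gained it and 14 changed direction; 25 of the 184 come from the restriction that removed nothing. With single dissociations left out, 791 kept both, 16 lost the call, 1 gained it and 2 changed direction. Muscle held 124 cells and Neural 0 held 155 in the whole table, and depth per cell was not analysed here.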

Other observations

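All the tests in this part were chosen after the results were seen.

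The number of clusters differing between drivers was reached by 1 of 100 splits of the dissociations, the real one included, and the same held for DMSO (1 of 100) and for the green share by cluster (1 of 100), so chance was excluded for these counts only down to the share of 1 in 100, the smallest that 100 splits can give. The splits permute the same labels as the tests behind the counts and are no separate evidence. The DMSO count was 0 without dissociation 12, 13 or 27, so the splits do not make it robust to single dissociations. For clusters changing with day the observed count was 0, which all 100 of 100 splits must reach, so the splits decide nothing about day.

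The lower Neural 1 share with DMSO was not explained by the sorting gate, since it was -21.5 points within the KikGR+ gate, and the same holds for Gastrodermis at 8.56 and Epidermis at 10.5. For Muscle, at 0.425 within that gate, the gate stays open. The demultiplexing pool cannot be told apart from DMSO, as 0 dissociations break the alternation of pool and treatment. Fewer wells were kept with DMSO, by -10.3 points, so selective loss of cells before clustering may contribute and stays open beside an effect of DMSO itself.

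DMSO dissociations also had more green cells, by 11.8 points (exact permutation, p = 0.0185, adjusted p = 0.0278 over 3 colours), and a red difference of -25.2 points (p = 0.00926, adjusted p = 0.0278, exact permutation). A larger share of Gastrodermis is not the whole cause, since the green difference without Gastrodermis was 8.52 points (p = 0.0278, exact permutation). The pool stays open here as well.

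The rise of the green share with day remained within strata of driver and DMSO (3.44 points per day) and without Gastrodermis (4.38), which argues against uneven DMSO or shifting Gastrodermis as its whole cause. In SoxC, whose slope was near 0, 242 of 261 Gastrodermis cells of the only day 2 dissociation were green. Its slope without Gastrodermis was 2.87 and did not pass (adjusted p = 0.274), so whether those cells hide a rise cannot be told apart from the absence of one with 1 dissociation on day 2.

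Against the other cells of the same dissociation, Gastrodermis was greener in 21 of 24 dissociations, by 24.0 points ± 26.5 (SD; permutation test with random signs, p = 0.00032, adjusted p = 0.00117 over 11 clusters). Progenitor was also greener, by 15.9 points and in 16 of 24 (adjusted p = 0.00236). Neural 1 differed by -13.5 points and was less green in 21 of 25, and Neural 2 by -10.7 and in 22 of 25 (adjusted p = 0.00088 for both). The other cells include Gastrodermis, so these contrasts are not independent. Within single drivers the Gastrodermis contrast was 15.7 points in Elav, 17.8 in FoxL2 and 36.2 in SoxC. None of these passed (exact permutation of signs, adjusted p = 0.126, 0.0781 and 0.0651). Neural 1 passed in no driver, and Neural 2 in FoxL2 only (adjusted p = 0.0488). A green signal in Gastrodermis that does not depend on time since photoconversion, such as the cells' own fluorescence, could give the Gastrodermis contrast. The contrast would then narrow with day; its slope was -2.85 points per day (p = 0.292), which decides neither way.

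The Progenitor contrast rose by 6.14 points per day (permutation test, p = 0.00012, adjusted p = 0.00132), so a rise shared by all cells is not the whole cause of the Progenitor slope. Uneven DMSO is not either, with 9.40 points per day within strata of driver and DMSO. Among DMSO dissociations alone the slope was 6.22 and did not pass (adjusted p = 0.0691). Over all days the contrast averaged 18.7 points ± 27.9 in Elav, 29.1 ± 12.6 in SoxC and -0.146 ± 4.38 in FoxL2 (SD, n = 8 each). Only SoxC passed (permutation test of signs, adjusted p = 0.0488), so FoxL2 Progenitor cells were not shown to be greener. A hypothesis, not favoured by FoxL2, is that Progenitor cells may be replaced, or make new reporter, faster than the other cells. How the colour classes were set stays open.

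The 2 libraries of a plate held odd or even wells only. In 2 plates, of FoxL2 day 4 dissociations 12 and 13, they came from different gates, so the wells of 1 plate need not hold cells of 1 sort. Over 29 plates with both libraries from the KikGR+ gate the compositions of the libraries differed more than sampling noise gives, with a chi-square of 1.56 per degree of freedom against 1.01 for cells shuffled between the libraries (p = 0.0005, the smallest that 2000 shuffles can give), and 6 plates passed on their own after adjustment. Cells called Undetermined do not explain it, since the value without them was 1.58. Library preparation and separate sorting of the wells stay open, and no biological explanation was tested. Between plates of the same dissociation the value was 2.18. Between dissociations of the same driver and day it was 5.35, which includes differences between DMSO and untreated dissociations. For the same spread such a value grows with the number of cells per unit. Libraries, plates and dissociations differ in that number, so the values do not rank the spread between these levels.

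In the FoxL2 dissociations sorted from both gates, the gate named new held 33.1% Gastrodermis against 14.8% in the KikGR+ gate, and 20.0% Progenitor against 5.92% (means of 2 dissociations, both shares higher in the gate named new in 2 of 2). A candidate explanation is that this gate took green cells. With equal numbers of cells per colour, its composition differed from green, orange and red cells by 55.6, 46.0 and 51.1 percentage points in the day 2 dissociation and by 34.8, 40.4 and 66.1 in the day 4 dissociation. Green was nearest only on day 4, so this cannot be told apart with 2 dissociations and 21 and 49 green cells.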
